A study of Danio rerio with 2 samples. Its data were reported in "Quality assurance of hematopoietic stem cells by macrophages determines stem cell clonality" (2022).

How the data were processed

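Transcripts were measured in single cells by SORT-seq, a plate-based method in which each cell is sorted into 1 well, its polyadenylated RNA is primed with a barcode that names the well, and each captured molecule carries a random tag, the unique molecular identifier (UMI). The cells came from dissected tails of zebrafish embryos at 3 days post-fertilization that carried 2 transgenes. mpeg1:EGFP labels macrophages green, and runx1+23:mCherry labels hematopoietic stem and progenitor cells (HSPCs) red. A green cell that is also red is a candidate for a macrophage that has taken up material from an HSPC. There were 2 plates of 384 wells. On each plate wells 1 to 192 received EGFP+mCherry+ cells and wells 193 to 384 received EGFP+mCherry- cells, here called the mCherry+ and the mCherry- gate. Each gate thus filled its own side of a plate, and the order of the wells is the only record of the gate. The plates are called replicates 1 and 2. Whether they came from separate clutches or sorts is not stated in the labels and was not assumed.

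The deposited files hold 1 table of genes by wells per plate, with values that the authors computed from the UMIs. The values are expected counts (estimated counts that need not be whole): the authors corrected each number of distinct UMIs for the chance that 2 molecules of a gene drew the same tag. Every nonzero value lay within 0.005 of the number that this correction gives for a UMI of 6 bases, and the correction added 3.85% of the UMIs on plate 1 and 7.00% on plate 2. The counts carry no normalization by the authors. The read mapping, the genome build and the gene annotation behind the tables are not stated in the labels, so no coordinates are given. Genes are named by their Ensembl identifiers in the tables. A table of zebrafish gene names paired 17425 of the 22342 genes with a symbol, and these genes held 81.68% of the UMIs. Some of those symbols are written in the human style, so that hmox1a appears as HMOX1, slc40a1 as SLC40A1 and calr as CALR. The symbol LRP1, used here for lrp1ab, was matched with the paralog ending dropped. The paralog lrp1aa fell on the same identifier, so the choice between the paralogs is uncertain. In the same way hmox1a and hmox1b both fell on HMOX1. The symbol MPEG1 is shared by 3 identifiers. Of the 12 genes listed by name from the study's questions, 7 were matched. calr3a, calr3b, il1b and vcam1a are not analysed here. A gene without a symbol is given by its identifier.

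The following choices were made before the data were examined. Spike-in RNAs were set aside (1.13% of all counts). A well was kept with at least 500 UMIs and 200 detected genes. Because cells of 1 plate are not independent replicates, UMIs were summed over the wells of each gate on each plate, which gave 4 sums per comparison, and the sums were rounded to whole numbers. Genes were filtered with filterByExpr, scaled by TMM and tested with the quasi-likelihood F test of edgeR 4.0.16 (R 4.3.3) with the plate as a block. Adjusted p-values are Benjamini-Hochberg values over all genes tested, with a threshold of 0.05. This design leaves 1 residual degree of freedom, to which the fit across genes added 8.28 prior degrees of freedom for all kept wells and 6.46 for macrophage-like wells. Fold changes are mCherry+ over mCherry- on the log2 scale, with standard errors (SE) from the fit. Fold changes on a single plate come from TMM-scaled log2 CPM (counts relative to the library total, on the usual scale of edgeR) with a prior count of 2 and have no test. For genes with a sum of 3 UMIs or fewer over both plates in 1 gate, only the UMIs are given. The genes named in the text are the 5 with the largest rise and the 5 with the largest fall over all kept wells among those past the threshold, changed the same way on both plates and with at least 50 UMIs. The genes of the study's own questions were named beside them. The same rule was applied to macrophage-like wells only after the data had been seen.

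Wells were clustered on log values scaled to 10000 UMIs per well, with the 2000 most variable genes, 30 principal components, 15 nearest neighbors and the Leiden algorithm at resolution 1 (scanpy 1.11.5, leidenalg 0.10.2, seed 0), without correction for the plate. Marker lists for macrophages, neutrophils, proliferating cells, HSPCs or progenitors, erythroid cells, thrombocytes, endothelium, epithelium, metaphocytes, muscle, neurons and fibroblasts or mesenchyme were fixed in advance. The rule for naming clusters was settled after the data had been seen. The level of a marker in a cluster was the mean over wells of log2(CPM + 50), so that a few wells with extreme counts could not name a cluster, and a marker counted as raised at 1 log2 unit or more above the mean of the other clusters. A cluster took the name of the type with the largest share of raised markers if at least 3 were raised. It stayed unnamed if it was shallow with none of its markers among its 10 leading genes, or if another type had more markers among those 10. Wells of the same name were pooled into a class. Doublets were called with Scrublet on each plate (4 wells on plate 1 and 3 on plate 2) and kept in the main comparisons. Cluster sizes were compared with the same edgeR test on wells per cluster, with the kept wells as library size. Shares carry exact (Clopper-Pearson) 95% binomial intervals, which cover counting error only.

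Gene sets were tested with camera (limma 3.58.1) on voom values of the 4 sums with a preset inter-gene correlation of 0.01, and again with fry and with the correlation estimated by camera. The sets were lysosomal degradation (24 of 38 listed genes matched), engulfment (22 of 34), cholesterol transport (15 of 24), iron and heme handling (12 of 23), cell cycle (24 of 32), inflammatory genes (15 of 28), HSPC genes (17 of 22) and erythroid genes (15 of 20). A list of stress-response genes (19 of 30 matched) was written later for the comparison of the plates. The lists overlap, and all 5 of the study's marker genes were on them, so the sets were also tested without those genes.

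The tests were tried on simulated sums with the depth of the real ones and the dispersion trend fitted across genes. These sums held no single wells with extreme counts, so they may understate false calls in the real ones. Between odd and even wells of 1 gate, up to 79 genes were called over all kept wells and up to 8 among macrophage-like wells. Of 176 genes with a true 4-fold change in sums like those of all kept wells, 58.0% were called, with 2 false calls. Of 177 such genes in sums like those of the macrophage-like wells, 84.2% were called, with 4 false calls. For cluster sizes, the weight of 1 of 9 clusters (cluster 2) was multiplied by 4 in mCherry+ wells and all shares were then rescaled. Its share thus rose by less than 4-fold, and the draws held counting error alone. This shift was called in 59 of 100 simulated plate pairs.

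Each result was recomputed with DESeq2 size factors, with library size alone, with the DESeq2 1.42.0 Wald test, without the filter on low counts, without the plate block, with a minimum of 1000 or 2000 UMIs or no minimum, with every well thinned to 500 UMIs, without Scrublet doublets, without wells of over 20% mitochondrial UMIs, with Leiden resolutions of 0.5 and 1.5, with 20 principal components, with plate means subtracted, and with each plate alone. Alternatives chosen after seeing the data were to leave out the muscle-like cluster, to undo the collision correction, and to leave out of each sum the well that held most UMIs of each gene. The macrophage-like comparison with 20 principal components or with plate means subtracted was also added then. Other scripts used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9. Of 768 wells, 234 fell below the minimum and were left out of the comparisons.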

Results

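The study asked how macrophages of the caudal hematopoietic tissue that have taken up fluorescent material from HSPCs differ from macrophages that have not. For this, single EGFP+mCherry+ and EGFP+mCherry- cells were sorted from zebrafish tails at 3 days post-fertilization onto 2 plates, with 192 wells per gate on each plate. After the spike-ins were set aside, plate 1 held 3266486 UMIs and plate 2 held 2962587. On plate 1, 143 of 192 mCherry+ wells passed the minimum of 500 UMIs (74.5%, 95% interval 67.7 to 80.5%), as did 151 of 192 mCherry- wells (78.7%, 72.2 to 84.2%). On plate 2, 123 mCherry+ wells (64.1%, 56.8 to 70.8%) and 117 mCherry- wells (60.9%, 53.7 to 67.9%) passed. The share kept was lower in the mCherry+ gate on plate 1 and higher on plate 2, and the intervals of the gates overlapped on both. At a minimum of 2000 UMIs the shares were 64.1% and 72.9% on plate 1 and 55.2% and 52.6% on plate 2.

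Kept mCherry+ wells were deeper than kept mCherry- wells on both plates. The median was 9636 UMIs per mCherry+ well and 8512 per mCherry- well on plate 1, and 10839 and 7934 on plate 2. The mean ratio of these medians was 1.25. Median genes detected were 2541 and 2175 on plate 1 and 2718 and 2103 on plate 2, a mean ratio of 1.23, which fell to 1.13 when all wells were counted. Over all wells the order of the gates on plate 1 was opposite, with medians of 6093 UMIs and 1883 genes in mCherry+ wells and 6750 UMIs and 1954 genes in mCherry- wells, while on plate 2 mCherry+ wells stayed deeper (4959 against 3145 UMIs and 1666 against 1290 genes). The difference in depth between the gates was not tested.

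To describe which cells the gates contained, the 534 kept wells were clustered without regard to gate or plate, which gave 9 clusters. Clusters 1 and 4, with 139 and 73 wells, were macrophage-like, with 11 and 10 of 16 macrophage marker genes raised. Clusters 3 and 6, with 74 and 45 wells, were neutrophil-like, and 11 of 12 neutrophil markers were raised in each. Cluster 9 held 12 muscle-like wells with 10 of 10 muscle markers raised. The median of these 12 wells was 92161 UMIs, and together they held 16.95% of the UMIs of all kept wells. The other 4 clusters stayed unnamed. Among them, cluster 2 (94 wells) had 3 of 11 progenitor markers and 5 of 27 proliferation markers raised, cluster 7 (30 wells) had 5 of 11 epithelial and 4 of 10 fibroblast or mesenchyme markers raised, and clusters 5 (54 wells) and 8 (13 wells) were shallow, with medians of 1028 and 1362 UMIs. In this clustering no cluster took the name of the erythroid, thrombocyte, endothelial, metaphocyte or neural list.

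Macrophage-like wells made up 18.2% of kept mCherry+ wells (26 of 143, interval 12.2 to 25.5%) and 38.4% of kept mCherry- wells (58 of 151, 30.6 to 46.7%) on plate 1. On plate 2 the order was opposite, with 61.0% (75 of 123, 51.8 to 69.6%) in the mCherry+ gate and 45.3% (53 of 117, 36.1 to 54.8%) in the mCherry- gate. Neutrophil-like wells were rarer in the mCherry+ gate on both plates, at 11.9% (7.08 to 18.4%) against 40.4% (32.5 to 48.7%) on plate 1 and 2.44% (0.51 to 6.96%) against 32.5% (24.1 to 41.8%) on plate 2. Unnamed clusters held 67.8% of mCherry+ and 19.9% of mCherry- wells on plate 1, and 32.5% (40 of 123 wells) and 24 of 117 wells on plate 2. The clusters of 1 class also followed the plate. On plate 2, 73 of 75 mCherry+ and 52 of 53 mCherry- macrophage-like wells were in cluster 1, and on plate 1, 16 of 26 and 54 of 58 were in cluster 4.

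**Figure D1:**
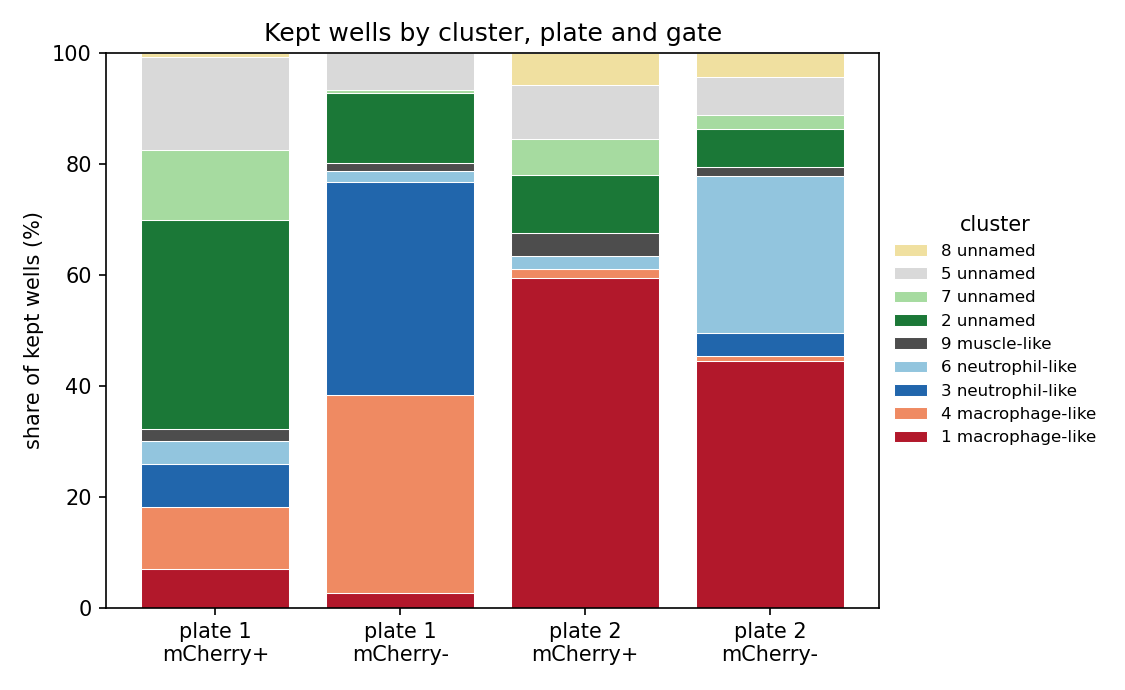
Bars show the share of kept wells (%) in each of the 9 clusters for each plate and gate, stacked to 100%. Macrophage-like clusters 1 and 4 together made up 18.2% and 38.4% of the mCherry+ and mCherry- wells on plate 1 and 61.0% and 45.3% on plate 2.

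Whether a cluster held a larger share of one gate was tested with edgeR on the 4 sums of wells. Of 9 clusters, 0 passed the adjusted threshold and 1 had an unadjusted p under 0.05. That was neutrophil-like cluster 3, with a log2 ratio of -2.75 (edgeR p 0.0406, adjusted p 0.261). Cluster 7 followed with a log2 ratio of 2.56 (adjusted p 0.261). The setting that moved this count most was a minimum of 1000 UMIs, where 5 of 9 clusters passed. Lower in the mCherry+ gate were the neutrophil-like cluster (log2 -2.50) and a macrophage-like cluster found almost only on plate 1 (-3.20). Higher were another macrophage-like cluster (3.50), an unnamed cluster with epithelial and fibroblast markers (3.00) and an erythroid-like cluster with 8 of 16 erythroid markers raised (2.52), which held 20.2% of mCherry+ and 2.05% of mCherry- wells on plate 1 and 3.57% and 1.79% on plate 2. Because clusters are defined by genes that also differ between the gates, these sizes are not separate evidence for the changes in those genes.

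To ask which transcripts differed between the gates whatever the cell type, the sums over all kept wells were compared. Of 9904 genes tested, 470 passed the threshold, 240 higher and 230 lower in the mCherry+ gate, and 1769 had an unadjusted p under 0.05. All 470 had the same direction on both plates. A gene whose plates disagree can hardly pass a fit with the plate as a block, so this agreement is not separate evidence. Across the tested genes, which are not independent replicates, the fold changes of the plates correlated with a Pearson r of 0.503 and a Spearman rho of 0.407. The count ranged most widely with the filter on low counts and the plate block. It was 1102 without the filter (22241 genes tested) and 57 without the block.

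Most of the largest changes rested on the 12 muscle-like wells. Among the 5 genes with the largest rise, myhz1.3 rose by 5.72 on the log2 scale (SE 0.43, adjusted p 1.5e-04) and atp2a1l by 5.74 (SE 0.51, adjusted p 4.2e-04), and the muscle-like wells held 97.8% and 96.1% of their UMIs. The other genes had no or almost no UMIs in the mCherry- gate. FKBP1B had 37 and 74 UMIs in the mCherry+ sums of plates 1 and 2 and 0 in both mCherry- sums (adjusted p 0.0046), with 89.2% of its UMIs in muscle-like wells. zgc:86896 had 29 and 32 UMIs against 0 and 0 (adjusted p 0.017), and apobb.1 had 181 and 16 against 0 and 1 (adjusted p 0.0096). Single wells carried these genes as well. On plate 2, 1 well held 96.9% of the zgc:86896 UMIs of the mCherry+ gate, and on plate 1, 1 well held 96.7% of those of apobb.1.

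The 5 genes with the largest fall had 90.8 to 97.6% of their UMIs in the same 12 wells. They were ENSDARG00000071430 (log2 -7.47, SE 0.49, adjusted p 5.8e-05), myl13 (-5.50, SE 0.36, adjusted p 5.8e-05), tnnt2e (-5.28, SE 0.50, adjusted p 5.8e-04), tnni1c (-5.03, SE 0.48, adjusted p 5.8e-04) and MYOZ2, which had 1 and 1 UMIs in the mCherry+ sums and 20 and 54 in the mCherry- sums (adjusted p 0.0022). myl13 reached 1166 and 1440 CPM in the mCherry- sums of plates 1 and 2 against 26.6 and 30.9 CPM in the mCherry+ sums. With the muscle-like cluster left out, 68 genes passed the threshold, and the direction of myl13 reversed to 0.30.

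To compare like with like, the test was repeated on the 212 macrophage-like wells, whose sums held 250415 (mCherry+) and 577429 (mCherry-) UMIs in tested genes on plate 1 and 866998 and 478150 on plate 2. Of 5377 genes tested, 176 passed the threshold, 110 higher and 66 lower in the mCherry+ gate, and 941 had an unadjusted p under 0.05. All 176 had the same direction on both plates, which the test itself again favors. Without the filter on low counts 353 genes passed, and with wells thinned to 500 UMIs 49 of the 477 genes that could then be tested passed. Every one of the 176 genes kept its direction in each alternative in which it was tested. Across genes the fold changes of the plates correlated with a Pearson r of 0.475 and a Spearman rho of 0.405. Of the 470 genes called over all wells, 226 were also tested here. Among those, 205 had the same direction and 61 were called in the same direction.

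The study named hmox1a, ctsl.1, slc40a1, lrp1ab and c1qa as marking the macrophages that had taken up HSPC material. In macrophage-like wells all 5 were higher in the mCherry+ gate on both plates, and 4 passed the threshold over all genes. HMOX1 rose by 3.31 on the log2 scale (SE 0.16, adjusted p 4.3e-04), from 655 to 6102 CPM on plate 1 and from 348 to 3663 CPM on plate 2. These are CPM of sums, in which wells with high levels weigh heavily. Without 2 wells rich in globin transcripts, the median mCherry+ macrophage-like well held 765 CPM of HMOX1. The median of mCherry- wells was not computed. SLC40A1 rose by 2.42 (SE 0.19, adjusted p 0.0045), from 459 to 2283 CPM and from 309 to 1777 CPM. ctsl.1 rose by 1.98 (SE 0.20, adjusted p 0.0085) and c1qa by 1.57 (SE 0.30, adjusted p 0.040). LRP1 rose by 2.60 (SE 0.56), with an adjusted p of 0.054, and its rise was 1.54 on plate 1 and 3.81 on plate 2, where the mCherry- sum held 3 UMIs. Adjusted over the list alone, all 5 passed, with adjusted p-values from 4.0e-07 to 0.0019. The study chose these genes on these samples, so this is not independent evidence. Without the plate block, 2 of the 5 passed over all genes.

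**Figure D2:**
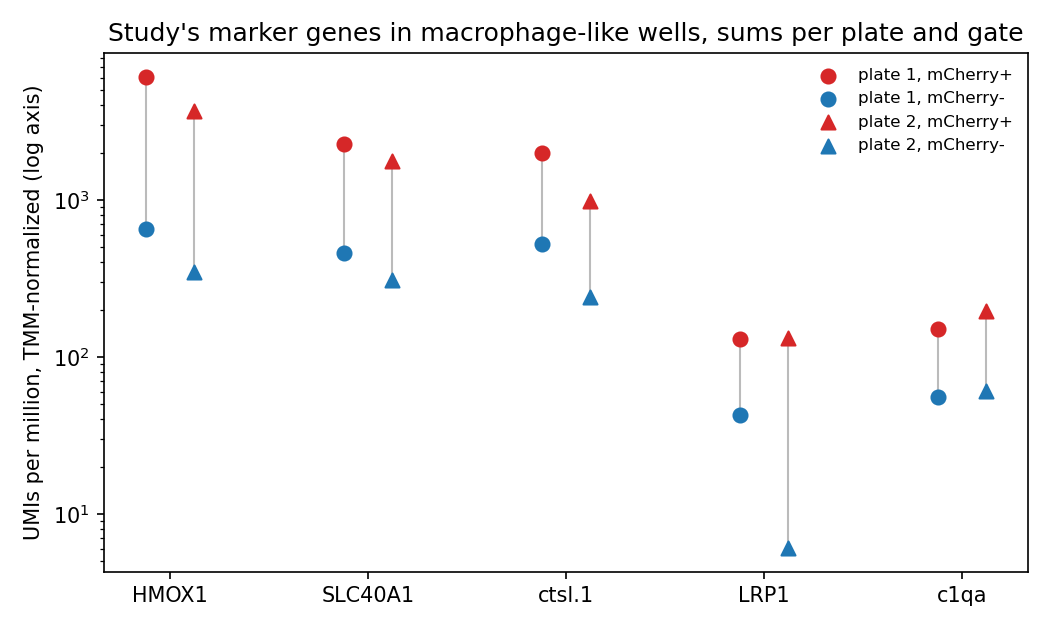
Points show TMM-normalized CPM (log axis) of the study's 5 marker genes in summed UMIs of macrophage-like wells. There is 1 point per plate and gate, with a gray line joining the gates of a plate. In all 10 pairs the mCherry+ point lies above the mCherry- point, with the widest gap for LRP1 on plate 2 (132 against 6.03) and the narrowest for c1qa on plate 1 (151 against 55.5).

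Over all kept wells the same genes moved in the same direction by less. HMOX1 rose by 2.47 (SE 0.46, adjusted p 0.018) and was the only one of the 5 past the threshold. The others rose by 2.02 (LRP1), 1.62 (SLC40A1), 1.27 (ctsl.1) and 1.00 (c1qa), with adjusted p-values from 0.082 to 0.35. Adjusted over the list alone, 4 of 5 passed. Plate 2 carried most of this rise. For c1qa the log2 fold change was 0.12 on plate 1 and 1.78 on plate 2.

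Since deeper wells show more genes, the share of macrophage-like wells with a UMI was also counted after every well was thinned to 2000 UMIs. Macrophage-like wells had a median of 10457 UMIs and neutrophil-like wells, taken as background, 8520 before thinning. At equal depth SLC40A1 was seen in 22 of 24 mCherry+ wells on plate 1 (91.7%, 73.0 to 99.0%) against 17 of 58 mCherry- wells (29.3%, 18.1 to 42.7%), and in 78.4% against 32.7% on plate 2, with 12.4% in neutrophil-like wells. HMOX1 was seen in 54.2% of mCherry+ wells against 11 of 58 mCherry- wells on plate 1 and 60.8% against 26.9% on plate 2, with 16.8% in neutrophil-like wells. For HMOX1 the intervals of the mCherry- wells of plate 1 (9.87 to 31.4%) and plate 2 (15.6 to 41.0%) included the neutrophil-like share, so neither was above background at this depth. ctsl.1 was seen in 70.8% against 37.9% on plate 1 and in 53 of 74 against 13 of 52 wells on plate 2, with 5.31% in neutrophil-like wells. c1qa was seen in 29.2% against 8.62% and 28.4% against 9.62%, and LRP1 in 20.8% against 6.90% and 23.0% against 1.92%, each with 0.885% in neutrophil-like wells. The interval of LRP1 in the mCherry- wells of plate 2 (0.0487 to 10.3%) included that background.

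Among macrophage-like wells the genes with the largest fall in the mCherry+ gate were bcl3 (log2 -3.73, SE 0.53, adjusted p 0.018), hunk (-3.57, SE 0.52, adjusted p 0.020), sult5a1 (-3.44, SE 0.54, adjusted p 0.024), tnfrsf9a (-3.30, SE 0.48, adjusted p 0.021) and il12a (-3.25, SE 0.57, adjusted p 0.030). Their UMIs were few, from 55 for il12a to 239 for bcl3, and lay in 13 to 60 mCherry- wells. Without the largest well of each sum bcl3 and hunk still passed, sult5a1 did not, and the other genes could no longer be tested. The genes with the largest rise were ENSDARG00000041190, with 7 and 61 UMIs in the mCherry+ sums and 0 and 0 in the mCherry- sums (adjusted p 0.024), icn2 (5 and 61 against 0 and 0, adjusted p 0.027), cahz (31 and 40 against 1 and 0, adjusted p 0.012), HBE1 (ENSDARG00000045143, a symbol shared with another identifier) and hbae3. ENSDARG00000041190 was seen in 30 wells and still passed without the largest well of each sum. By contrast 1 well held 95.1% of the icn2 UMIs on plate 2, and 1 well per plate held nearly all UMIs of cahz, HBE1 and hbae3. The globin gene hbae3 rose by 5.57 (SE 0.52, adjusted p 0.0080), with 99.0% of its mCherry+ UMIs in 1 well on plate 1 and 95.5% in 1 well on plate 2. Left without the largest well of each sum, its log2 fold change was 0.13.

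**Figure D3:**
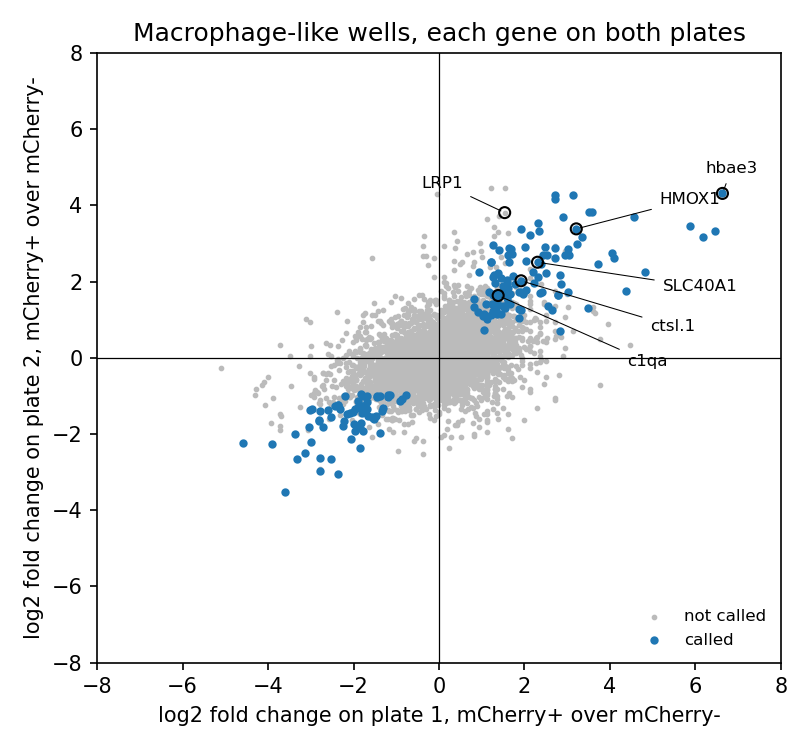
Each point is a gene tested in macrophage-like wells, with its log2 fold change, mCherry+ over mCherry-, on plate 1 (x axis) and plate 2 (y axis); called genes are blue. All 176 called genes have the same direction on both plates, which the test itself favors. The labeled study markers, chosen by the study on these samples, rose on both, LRP1 by 1.54 on plate 1 and 3.81 on plate 2.

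The study found calreticulin peptides, but not calreticulin transcripts, enriched in mCherry+ macrophages. CALR changed by 0.63 over all wells (adjusted p 0.49) and by -0.05 in macrophage-like wells (adjusted p 0.98), where the plates had opposite signs (-0.46 and 0.17). For the EGFP driver, the MPEG1 gene ENSDARG00000055290 changed by -0.01 over all wells (adjusted p 0.996) and by 0.68 in macrophage-like wells (adjusted p 0.11). ENSDARG00000043093 changed by -0.20 (adjusted p 0.94) and 0.48 (adjusted p 0.70). Over all wells plates 1 and 2 had opposite signs for ENSDARG00000055290 (-0.86 and 0.84) and for ENSDARG00000043093 (-2.05 and 1.58). In macrophage-like wells ENSDARG00000043093 again had opposite signs (-0.74 and 1.43), while ENSDARG00000055290 rose on both plates (0.72 and 0.64). Of these 3 genes, 0 passed the threshold with edgeR in either comparison, and 1 (ENSDARG00000055290 in macrophage-like wells) had an unadjusted p under 0.05. How the UMIs divide among the MPEG1 genes is uncertain, since reads of such paralogs can be shared. In the alternatives run, 0 of the 3 genes passed either, with the DESeq2 Wald test or edgeR. vcam1b had too few UMIs to be tested, with 0 and 0 on plate 1 and 8 and 2 on plate 2 in the mCherry+ and mCherry- gates over all wells.

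The study described 1 macrophage population, set apart by its expression and by mCherry, as enriched for engulfment, lysosomal degradation and cholesterol transport. It followed this up with Lysotracker dye, in situ hybridization and a fluorescent cholesterol mimic. The sets were tested here between the whole gates and not for that population. In macrophage-like wells 7 of the 8 sets passed the adjusted threshold with camera. The lysosomal degradation set rose by a median of 1.06 on the log2 scale (20 of 22 genes raised, adjusted p 1.7e-14), cholesterol transport by 1.19 (10 of 11, adjusted p 2.3e-05), iron and heme handling by 0.93 (7 of 8, adjusted p 3.9e-07) and engulfment by 0.48 (10 of 12, adjusted p 2.1e-04), each higher on both plates. The cell cycle set fell, with a median of -0.81 (adjusted p 0.0073), but its median on plate 1 alone was 0.31. The HSPC set had only 3 genes tested, with a median of -0.52 (adjusted p 0.030). In the erythroid set 6 of 7 genes were raised (adjusted p 3.9e-06), and too few of its genes could be tested once the largest well of each sum was left out. The inflammatory set did not pass (4 of 10 genes raised, adjusted p 0.12), and its median was 0.22 on plate 1 and -0.53 on plate 2. Under fry, and with the inter-gene correlation estimated, 0 of the 8 sets passed, and 0 had an unadjusted p under 0.05. The lowest adjusted p-values were 0.203 and 0.419. Without the study's 5 marker genes, 7 sets passed.

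Over all kept wells 4 of 8 sets passed with camera. The erythroid set rose by a median of 1.83 (14 of 14 genes raised, adjusted p 2.7e-07), cholesterol transport by 0.57 (8 of 12, adjusted p 0.0080) and iron and heme handling by 0.33 (8 of 9, adjusted p 0.015), and the inflammatory set fell with a median of -0.85 (9 of 11 lowered, adjusted p 0.0037). The plates differed here. On plate 1 alone the median of the cholesterol transport set was -0.024, against 1.28 on plate 2. The erythroid median was 3.18 on plate 1 and 0.41 on plate 2, where 8 of 14 genes were raised. For iron and heme handling the medians were 0.04 and 1.41. The inflammatory set was lowered on both plates, with medians of -1.19 and -0.82. Lysosomal degradation (median 0.38, adjusted p 0.16), engulfment (0.04, adjusted p 0.44), cell cycle (0.22, adjusted p 0.20) and HSPC genes (0.61, adjusted p 0.43) did not pass, and the medians of these 4 sets had opposite signs on the plates. With fry and with the estimated correlation 0 of 8 sets passed, and 0 had an unadjusted p under 0.05. Without the study's 5 marker genes 3 sets passed, iron and heme handling no longer among them, and the engulfment set had a median of -0.12 and a mean of 0.07. Without the muscle-like cluster 6 sets passed, lysosomal degradation and cell cycle among them, both raised.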

Values the study reported

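The study reported 203 peptides enriched in interacting over non-interacting macrophages, measured by few-cell proteomics. It reported surface Calreticulin staining on 30% of HSPCs at 72 hpf.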

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

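The test in this part was chosen before its result was seen.

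The wells left out of the comparisons were not empty of counts. The 234 wells below the minimum of 500 UMIs or 200 genes had a median of 162 UMIs and 42356 UMIs in all. The medians by gate were 174 (mCherry+) and 155 (mCherry-) on plate 1 and 191 and 139 on plate 2. Their most abundant transcripts were those of the whole plate, such as actb2, and muscle transcripts took larger shares than in kept wells: 1.34% against 0.686% for MYL1, 1.32% against 0.643% for tpma and 1.15% against 0.503% for ckmb. The neutrophil transcript lyz took a smaller share, 0.765% against 1.58%. The transcripts named here were chosen after their values were seen.

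A candidate explanation is free RNA of the cell suspension, or molecules assigned to the wrong well, in wells with no intact cell. If so, wells of both gates should share 1 profile. Of 46 genes that differed at least 4-fold between the gates in kept wells (median log2 difference 3.53), the median difference in left-out wells in the same direction was 0.30, and 34 of the 46 leaned the same way. The profile was thus nearly shared, as free RNA would give, with a small lean that leaves room for some wells with a poorly captured cell. Spike-in counts were not much lower than in kept wells (medians of 79.1 against 103 in the mCherry+ wells of plate 1), so spike-in RNA was captured in these wells. The design names no further group among them, and no biological explanation was tested.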

How the results depend on the processing

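All alternatives for the number of called genes kept the direction of every main call that was tested again, except leaving out the muscle-like cluster, where 359 of 390 kept it. That alternative, undoing the collision correction and leaving out the largest well of each gene were chosen after seeing the data, as were 20 principal components and plate means subtracted for the macrophage-like comparison and the settings for the filter, doublets and muscle-like cluster for the study's markers.

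Over all kept wells (470 genes called), the count was 924 with library size alone, 1102 without the filter on low counts, 57 without the plate block, 311 without Scrublet doublets, 67 with wells thinned to 500 UMIs, where only 984 genes were tested, and 68 without the muscle-like cluster, where 66 of the main calls remained. In macrophage-like wells (176 called), it was 94 with the DESeq2 Wald test, 353 without the filter, 98 without the block, 279 with 20 principal components, 99 without the largest well of each gene (95 of 163 main calls kept), 89 with a minimum of 2000 UMIs and 49 after thinning, with 477 genes tested. A single plate leaves no residual degrees of freedom, so no count of genes, sets or clusters exists without either replicate.

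Of the study's 5 markers, 1 passed over all wells. The count was 4 in macrophage-like clusters, 4 with library size alone, 4 without the filter, 3 of the 3 tested after thinning, and 0 without the block, without Scrublet doublets or without the muscle-like cluster. In macrophage-like wells it fell from 4 to 2 without the block. HMOX1 and SLC40A1 there passed in every alternative with a test, with log2 fold changes of 2.73 to 3.62 and 2.07 to 2.56 and adjusted p up to 0.025. c1qa (1.38 to 1.68 over all alternatives) did not pass in 4 of them and ctsl.1 in 1, and LRP1 (1.54 to 3.81) passed in 5.

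The number of gene sets past the threshold over all wells was 4 with camera, 7 in macrophage-like clusters, and 0 with fry or an estimated correlation. In macrophage-like wells it fell from 7 to 0 under fry and 0 under the estimated correlation. With 1 residual degree of freedom these tests may have little power, and the simulated sums tried camera with the preset correlation alone, so the cause was not tested. Without the muscle-like cluster 6 sets passed over all wells. Among results past the threshold, the direction changed for cholesterol transport over all wells (median -0.024 without replicate 2, 1.28 without replicate 1), for cell cycle in macrophage-like wells (0.31 without replicate 2, -0.998 without replicate 1), and for myl13 without the muscle-like cluster (0.30), whose wells held 95.2% of its UMIs. Among sets not past it, the medians of lysosomal degradation, engulfment, cell cycle and HSPC genes over all wells, and of the inflammatory set in macrophage-like wells (0.22 without replicate 2), also had opposite signs on the plates.

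Of 9 clusters, 0 differed in size between the gates in the main edgeR test, against 1 at Leiden resolution 0.5 (neutrophil-like, log2 -2.42), 4 with plate means subtracted and 5 with a minimum of 1000 UMIs. The macrophage-like share, mCherry+ minus mCherry-, was -20.2 points without replicate 2 and 15.7 points without replicate 1. The ratio of median UMIs between the gates was 1.13 to 1.37 by plate and that of genes 1.17 to 1.29, or 1.13 over all wells, and the difference in the share kept was -4.17 to 3.12 points. Of the alternatives for single genes, set medians and class shares, 457 kept their side of the threshold or moved by less than the spread, 43 lost the threshold, 15 gained it, 34 moved without a test and the 4 above reversed. Of the 457, 438 kept their sign and 19 did not, all 19 for CALR, MPEG1 or the engulfment set, none past the threshold in the main tests. Except where a smaller set of tested genes accounts for it, or the muscle-like wells for myl13, the cause was not tested. Depth limits the macrophage-like comparison most on plate 1, where the mCherry+ sum rests on 26 wells.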

Other observations

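The tests of muscle-like wells, of odd and even wells, of single wells with globin, of equal draws of wells, of stress genes within each gate, of the abundant genes of cluster 2, and of macrophage-like wells clustered alone were chosen only after the result was seen. The tests of cell mix, well position, deep wells, erythroid or progenitor RNA, and of depth, free RNA and stress genes between the plates were chosen before.

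Over all kept wells the gates differed in 470 genes. Position on the plate cannot be told apart from the gate, since each gate filled its own side of both plates. Within 1 gate, the low and high well numbers differed in at most 21 genes (0 in the mCherry+ gate, with 411 at an unadjusted p under 0.05 in edgeR), in sums of fewer wells. That bears on a gradient along the wells and not on a step between the sides. A different mix of cell types may account for much of the list, since among macrophage-like wells 27.0% of the called genes that could be tested were called again in the same direction. A few muscle-like wells may carry part of the rest. Without the 12 wells of that cluster, 66 of the 390 main calls that could be tested stayed called, but 359 kept their direction. Genes with an unadjusted p under 0.05 in edgeR fell only from 1769 to 1350. HMOX1 also lost its call there, so a lost call alone does not show that muscle-like wells carried the gene. The 8 muscle-like mCherry+ wells and the 4 mCherry- wells were unlike each other. Of the former, 7 held at least 100 UMIs of pvalb2 and 0 held as many of myl13, and of the latter, 0 held as many of pvalb2 and 3 of myl13. Chance spread of such rare cells cannot be told apart from a difference between the gates, since odd and even wells of the mCherry+ gate alone differed in 79 genes. Without the muscle-like cluster the odd and even wells differed in 53 genes in the mCherry+ gate and in 17 in the mCherry- gate. Between the gates 68 genes differed without it. The splits rest on fewer wells and on 7665 and 5308 tested genes, against 9346 between the gates, so these counts are not directly comparable. No biological explanation for the muscle-like wells was tested.

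Among macrophage-like wells, where the gates differed in 176 genes, well position stays open in the same way. Low and high well numbers within 1 gate differed in at most 8 genes, which leaves a step between the sides of the plate untested. Deep wells that dominate the sums are argued against by thinning: the fold changes of the 55 called genes that could still be tested stayed at a median of 0.940 of their size, all in the same direction. RNA of erythroid-like or progenitor-like cells in mCherry+ wells is argued against as the source of the whole list, but could account for part of it. Of the 110 raised genes, 5 (alas2, cahz, hbae1.1, hbae1.3 and hbae3, chosen after their values were seen) were on the erythroid or HSPC lists, which do not hold HBE1, another raised globin. A wider count gave 28 of the 110 as higher in unnamed cluster 2, the one with progenitor markers, than in mCherry- macrophage-like wells. The rest were not higher there, so RNA of such cells would not raise them. For the 28, RNA of those cells cannot be told apart from a difference within macrophages. The 16 tested genes that were abundant in cluster 2 went both ways, with a median log2 change of 0.10 and 9 raised. Those 16 had at least 500 CPM in cluster 2 and at least 4-fold more than mCherry- macrophage-like wells. Genes on the erythroid list were left out of them, so they bear on progenitor-like RNA and not on erythroid RNA. For the plate term of the same edgeR fit 0 genes were called, with 407 at an unadjusted p under 0.05. A difference between macrophages that took up HSPC material and those that did not, which is the difference the gates were drawn on, stays an open hypothesis for this list. It was not tested apart from the gate, and the gate always went with the side of the plate.

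Erythroid genes were higher in mCherry+ macrophage-like sums on both plates, and this may rest on single wells. The hbae3 change fell from 5.57 to 0.13 once the well with most UMIs was left out of each sum. The wells held 1917 of 1936 UMIs on plate 1 and 1308 of 1370 on plate 2. Free erythroid RNA in the mCherry+ wells is argued against, since the next highest well held 2 UMIs on plate 1 and 21.05 on plate 2, and the median mCherry+ macrophage-like well held 1 and 0. In all, 9 kept wells held at least 100 hbae3 UMIs, 7 in the mCherry+ gate and 2 in the mCherry- gate, and 2 were macrophage-like.

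Those 2 macrophage-like wells could hold an erythroid cell sorted beside a macrophage. They had 55.5 and 68.2 UMIs of other erythroid genes per 1000 hbae3 UMIs, a mean of 61.8, against a median of 94.2 in the other 7 globin-rich wells, whose values ranged widely, so a second cell cannot be told apart from erythroid material inside a macrophage on so few wells. Their macrophage markers stood at 5651 and 12096 CPM against a median of 6963 CPM in the other macrophage-like wells. HMOX1 stood at 11970 and 7473 CPM against a median of 765 CPM in the other mCherry+ macrophage-like wells, at ranks 13 and 22 of 101. Uptake of erythroid material is an open hypothesis that these wells can neither exclude nor establish.

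Macrophage-like wells formed 2 clusters that followed the plate, with a Cramér's V between cluster and plate of 0.834. Clustered alone, the 212 wells gave 4 clusters with a V of 0.717. A depth difference between the plates is argued against, since V was 0.694 after every well was thinned to 2000 UMIs, and free RNA likewise, since V was 0.693 without the 200 most abundant genes of the left-out wells. A stress response to handling may contribute and stays open. The 19 stress genes were higher on plate 2 by a median log2 of 0.41, with an adjusted p of 0.0036 by camera and 0.815 by fry. The plates were not set apart by stress genes alone. With camera 5 other sets passed for the plate as well, among them iron and heme handling (median -0.72, adjusted p 1.0e-07) and inflammatory genes (0.44, adjusted p 4.3e-04). By fry no set passed for the plate, with adjusted p-values of 0.534 for iron and heme handling and 0.590 for inflammatory genes. Whether the plates came from different clutches is not known from the labels, and no biological explanation was tested.

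The plate difference was larger among mCherry- than among mCherry+ macrophage-like wells. With 24 wells per sum and equal UMIs, the root mean square log2 difference over a median of 301 genes was 0.770 (0.674 to 0.861 over 100 draws) for mCherry- wells and 0.535 (0.405 to 0.6003) for mCherry+ wells. It was larger for mCherry- wells in 100 of 100 draws, which argues against unequal numbers of wells and UMIs as the source. The draws come from the same wells and measure no spread between plates. For comparison the gates differed by 0.898 on plate 1 and 0.775 on plate 2. A stress response that struck 1 plate could be expected in both gates, but the median of the stress genes, plate 2 minus plate 1, was -0.26 in mCherry+ wells (5 of 19 higher) and 0.88 in mCherry- wells (18 of 19 higher). With 1 plate per side, a stress response limited to mCherry- cells cannot be told apart from another difference between the plates. Some other sets also shifted more in mCherry- than in mCherry+ wells. Their medians were 0.99 against 0.16 for inflammatory genes, 0.56 against -0.19 for cell cycle and -0.81 against 0.02 for cholesterol transport. Other sets shifted more in mCherry+ wells. In mCherry- against mCherry+ wells their medians were 0.0 against -1.90 for erythroid genes, 0.28 against 0.53 for HSPC genes and -0.72 against -0.81 for iron and heme handling.

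Clustered alone, macrophage-like wells gave 1 mostly mCherry+ cluster on both plates. It held 18 of 26 mCherry+ wells (69.2%, interval 48.2 to 85.7%) and 3 of 58 mCherry- wells (5.17%, 1.08 to 14.4%) on plate 1, and 54 of 75 (72.0%, 60.4 to 81.8%) and 2 of 53 (3.77%, 0.46 to 12.98%) on plate 2. Another cluster held 52 of the 58 mCherry- wells of plate 1 (89.7%) and 0 of the other wells. A depth difference between the gates is argued against, since after thinning to 2000 UMIs the cluster held 79.2% of the plate 1 mCherry+ wells and 5.17% of the mCherry- wells. That the cluster rests on the genes called between the gates is argued against too, since without them it held 62.7% of the plate 2 mCherry+ wells and 3.77% of the mCherry- wells. The cluster was smaller under other settings. It held 50.0% and 53.3% of mCherry+ wells on plates 1 and 2 without the 200 most abundant genes of the left-out wells, and 65.4% and 50.7% with plate means subtracted, with 5.17% and 3.77% of mCherry- wells in both settings. These wells may thus differ from the rest in more genes than the summed test called, a hypothesis found and tested on the same wells. The next cluster held 26.9% and 25.3% of mCherry+ macrophage-like wells on plates 1 and 2. It also held 81.1% of the plate 2 mCherry- wells and 1.72% of those of plate 1.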
